A study of Homo sapiens with 8 samples. Its data were reported in "ASH1L-MRG15 methyltransferase deposits H3K4me3 and FACT for damage verification in nucleotide excision repair" (2023).

How the data were processed

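Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 inserts sequencing adapters into open DNA, in U2OS cells, a human osteosarcoma line. The 8 libraries came from wild-type (WT) cells and from cells in which the gene of the histone methyltransferase ASH1L had been disrupted (ASH1L-/-), each either unchallenged (no UV) or 3 h after UV-C light at 20 J per square metre. There were 2 libraries in each of the 4 groups, and groups and replicate numbers were taken from the sample titles.

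The authors trimmed adapters with cutadapt, aligned the paired reads with bowtie2 to the human genome build hg38 without chromosome Y, removed duplicates, poorly mapped reads and reads in blacklisted regions, on other contigs or in mitochondrial DNA, and called peaks with macs2 in each library separately. Replicates were not pooled. The deposited lists held, for each peak summit, a fold enrichment, which is the ratio of the pileup of reads at the summit to a local background of the same library. They also held the authors' −log10 p-value and −log10 q-value of macs2 and a score, which the authors' peak caller derived from the −log10 p-value and limited to 1000. None of these values was normalised between libraries, and the fold enrichment of a peak is the authors' value. It was used to describe, rank or filter peaks within a list, except in an alternative with one common threshold. The methods name default settings for the peak caller. The lists nevertheless reached down to a p-value of 0.01 in all 8 libraries, and between 77.4% and 94.2% of their regions had a q-value below 0.05. The score was not used further.

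Several records of a list could share an interval, with one record per summit. A region was therefore a distinct interval, with the summit of its record of highest fold enrichment, and with the highest −log10 p and −log10 q of its records. Regions lay on chromosomes 1 to 22 and X. Sizes of genomic features came from GENCODE release 44 on hg38, without undetermined bases. A promoter was the sequence within 1 kb of the annotated start of a protein-coding gene, used as its transcription start site (TSS). A gene body was the rest of such genes, and intergenic sequence all else. These features covered 36.6 Mb, 1279 Mb and 1596 Mb, and each region was placed by its summit. Each gene gave a single TSS here, so the start of a shorter transcript inside the gene could count as gene body. Starts of all transcripts were used only for the named genes below. The definitions of active and inactive features used in the study were not used here. Peak density was the number of regions per Mb of feature among the top quartile of each list, that is the regions above the percentile 75 of fold enrichment.

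The lists carry no read counts. Sequencing depth was recovered from them in relative terms, because macs2 defines the fold enrichment as (pileup + 1) / (background + 1) and its p-value as the Poisson probability of a higher pileup over that background. Both equations were solved for up to 20000 distinct value pairs per library, and a solution was found for 100% of them. The lowest background of a library is the mean pileup over the whole genome, and so measures its depth. Absolute read numbers need the genome size given to macs2 and were not computed. On 2235 simulated pairs of a pileup and a background for this calculation of library depth, 100% were recovered.

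All regions of the 8 lists were joined into union sites, and a library had a site if a region overlapped it by at least 1 bp. A fully separating site had a region in all 4 libraries of one side and in none of the other 4. The count was compared with the same count in all 35 splits of the 8 libraries into 4 and 4, which cannot give a share below 0.0286. Overlap of 2 lists was the Jaccard index, the shared bases divided by the bases covered by either list. Differences in region number and density were differences of mean log2 values with an exact permutation test, two-sided, over all 70 assignments of the libraries to 4 and 4, for which the smallest attainable p is 0.0286. In a fit without 1 library, the UV and genotype differences were means of the 2 differences within the other factor. A library left alone in its group then counted as much as 2 libraries. Benjamini-Hochberg adjustment covered the 9 such tests. The UV by genotype contrast was the UV difference in WT minus that in ASH1L-/- cells. A comparison of 2 libraries with 2 cannot go below p = 0.333 in an exact permutation test, two-sided, so values within a genotype are given without a test. Overlap of replicates was tested by an exact permutation test, one-sided, over the 105 ways to pair 8 libraries (smallest attainable p 0.00952). The agreement of gained sites between genotypes was compared over the 6 splits of the 4 ASH1L-/- libraries (smallest attainable p 0.167).

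Named genes were fixed before the data were examined. They were ASH1L as the targeted gene, LINC02351 as a locus that the study displayed, and MORF4L1, SUPT16H, SSRP1, XPC, DDB1, DDB2, XPA, ERCC3, KMT2A, CDKN1A and MDM2, each examined within 1 kb of any annotated TSS, or over the whole gene for LINC02351. Named sites were taken from the 3 separating sites per direction of UV and of genotype with the highest mean percentile of fold enrichment over the 4 lists that had them. Coordinates are given on hg38 and counted from 1.

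The tests, samples and alternatives were also fixed before the data were examined. The alternatives were q-value thresholds of 0.05 and 0.01, leaving out each library in turn, the same number of regions in each list, every record counted, permutation within the other factor (36 assignments), a replicate block (16 assignments), bases covered in place of regions, all regions or one common fold enrichment threshold in place of the top quartile, promoters within 2 kb, all annotated genes, placement by midpoint, an overlap of at least 50%, and union sites from the top quartile. Both q-value thresholds for the named genes and sites were added after the data had been seen.

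Motifs were searched on both strands as consensus sequences within 100 bp of the summit at non-promoter sites, with intervals for shares by the Wilson method at 95%, which cover counting error only. GC content was taken over the same 100 bp on each side of the summit. The motif list (AP-1, CRE, p53, CTCF, TEAD, RUNX and ETS) was written before the search. Computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Union sites, presence and overlaps were checked against bedtools 2.31.1 on simulated lists. The count of sites separating UV was tested on simulated data with 20000 sites. With 300 planted sites the UV split came first in 100% of 100 simulations, and with 0 planted sites in 3% of them. The simulated libraries did not differ in sensitivity, so these rates do not cover lists that do.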

Results

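ATAC-seq peak lists of 8 libraries were compared, 2 each from unchallenged WT cells, WT cells 3 h post UV, unchallenged ASH1L-/- cells and ASH1L-/- cells 3 h post UV. The lists held between 158198 and 220783 accessible regions, which covered between 54.8 and 78.1 Mb of the genome. The depth of the libraries, taken as the mean pileup of reads over the whole genome, was uneven. It was 2.10 and 1.74 in unchallenged WT cells, 2.53 and 2.67 in WT cells 3 h post UV, 5.87 and 1.39 in unchallenged ASH1L-/- cells, and 2.45 and 2.81 in ASH1L-/- cells 3 h post UV. Replicate 1 of the unchallenged ASH1L-/- cells was thus 4.22 times as deep as replicate 2. Depth did not differ between UV and no UV by more than the spread of the libraries (difference of 0.16 in mean log2 depth, p = 0.8, exact permutation test, two-sided, n = 4 and 4). That rests on replicate 1 of the unchallenged ASH1L-/- cells, since the other 3 unchallenged libraries were shallower than all 4 UV libraries. Without it the difference was 0.68, and without replicate 2 of the same group it was -0.36. Both are means of the differences within the 2 genotypes, so the library left alone in its group counted as much as 2. Between the genotypes the test of all 8 libraries gave p = 0.6 (exact permutation, two-sided).

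The lists made after UV differed in kind from those of unchallenged cells. The median width of a region was 270 ± 20.4 bp (SD, n = 4) without UV and 384.5 ± 41.3 bp after UV. Each region held 1.29 ± 0.0331 summits without UV and 1.47 ± 0.0999 after UV. The share of regions with a q-value below 0.05 was 78.7% ± 1.13 without UV and 88.9% ± 3.68 after UV. For each of these 3 measures all 4 UV libraries lay above all 4 unchallenged libraries (p = 0.0286 for each, and the same after Benjamini-Hochberg adjustment over 3 measures, exact permutation test, two-sided, the smallest p attainable). These measures were chosen after the lists had been seen.

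As the targeted gene, ASH1L was examined first. The gene (ENSG00000116539.14) lies on the minus strand of chromosome 1 from 155335268 to 155563162. A region within 1 kb of one of its TSSs was present in all 8 lists, with a fold enrichment between 9.80 and 12.5 at the strongest region, at percentiles 81.1 to 97.6 of the respective lists. Promoter accessibility therefore did not mark the knockout. Over the whole gene, 14, 14, 11 and 9 regions were called in the 4 WT libraries and 4, 3, 4 and 9 in the 4 ASH1L-/- libraries. The difference did not pass the test (12 ± 2.45 against 5 ± 2.71, SD, n = 4 each, p = 0.0571, exact permutation test, two-sided), and this count was chosen after its values were seen. The other 11 protein-coding genes fixed in advance, among them genes of the damage recognition factors XPC, DDB1 and DDB2 and of the FACT subunits SUPT16H and SSRP1, had a promoter region in all 8 lists too. The lowest percentile among the 12 genes was 10.8, at CDKN1A, and the genes did not differ in the presence of a region under either q-value threshold.

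LINC02351, a long non-coding RNA gene on chromosome 15 (98323902 to 98421021, minus strand), held between 11 and 15 regions in the 8 lists. Its number of regions was 12.5 on average without UV and 12.25 after UV. The strongest region over the gene lay at percentiles 63.4 to 76.7 of the lists without UV and at percentiles 88.6 to 93.6 of the lists after UV. The means were 71.2 ± 5.71 and 91.1 ± 2.09 (SD, n = 4 each, p = 0.0286, exact permutation test, two-sided, the smallest p attainable). This percentile was compared after its values were seen. The study displayed the locus as an example of accessibility that rises after UV in these cells. The test was thus made on a locus picked for such a rise, and says nothing about other loci.

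To determine whether UV irradiation changed the number of accessible regions, and whether any change needed ASH1L, all distinct regions were counted. Unchallenged WT cells had 184156 ± 7770.4 regions and WT cells 3 h post UV 164261 ± 3697 (SD, n = 2 each). In ASH1L-/- cells the numbers were 189490 ± 44254 without UV and 182300 ± 23987 after UV. The mean log2 number was lower after UV (-0.10, p = 0.429, exact permutation test, two-sided), which is within the spread between libraries. It was -0.16 in WT and -0.04 in ASH1L-/- cells alone. The genotypes differed by 0.08 (p = 0.543) and the UV by genotype contrast was -0.12 (p = 0.686) in the same exact permutation test. The direction of the UV difference depended on the peak threshold. With regions of q-value at or below 0.01 it was 0.23, toward more regions after UV (p = 0.114, exact permutation test, two-sided). With all regions, but without replicate 1 of the unchallenged ASH1L-/- cells, the deepest library, it was 0.017. That is the mean of -0.16 in WT and 0.20 in ASH1L-/- cells, where a single unchallenged library remained and counted as much as 2. It does not settle the direction.

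**Figure D1:**
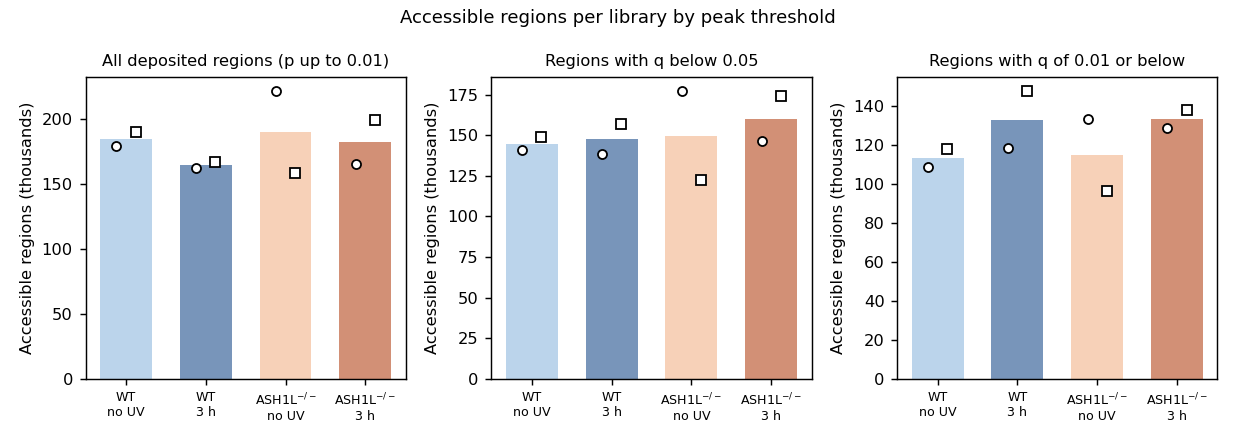
Number of accessible regions per library (y axis, in units of 1000) in the 4 groups (x axis), for all deposited regions, for regions with a q-value below 0.05 and for regions with a q-value of 0.01 or below. Bars are means of 2 libraries, circles replicate 1 and squares replicate 2; the mean of each UV group lies below that of its unchallenged group with all regions and above it at a q-value of 0.01.

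The distribution over genomic features was examined with the strongest regions, the top quartile of each list. The size of a top quartile is a fixed share of its list, so the densities follow the number of regions in that list. A rise in the fold enrichment of all regions alike would not show in them. What they add to the number is the placement among the features. In unchallenged WT cells the peak density was 219.4 ± 3.45 regions per Mb in promoters, 14.1 ± 0.565 in gene bodies and 12.5 ± 0.849 in intergenic sequence (SD, n = 2). Promoter density was 184.4 ± 19.7 per Mb in WT cells 3 h post UV, 223.1 ± 25.3 in unchallenged ASH1L-/- cells and 201.5 ± 13.8 in ASH1L-/- cells 3 h post UV. In the same order, gene body density was 12.8 ± 0.645, 14.1 ± 3.48 and 13.9 ± 1.996 per Mb, and intergenic density was 11.2 ± 0.609, 13.1 ± 3.31 and 12.7 ± 1.79 per Mb. The UV difference in mean log2 density was -0.20 for promoters (p = 0.0571, adjusted p = 0.514), -0.07 for gene bodies (p = 0.6, adjusted p = 0.686) and -0.10 for intergenic sequence (p = 0.514, adjusted p = 0.686), by exact permutation tests, two-sided, with adjustment over 9 tests. None passed the threshold.

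The UV by genotype contrast of density was -0.11 for promoters (p = 0.657), -0.14 for gene bodies (p = 0.571) and -0.14 for intergenic sequence (p = 0.657), each by the exact permutation test, two-sided. No difference between WT and ASH1L-/- cells in the response to UV was therefore detectable with 2 libraries per group. The alternative that moved the densities most was one common fold enrichment threshold for all lists. With it the UV difference was 0.67 in gene bodies (p = 0.0286), 0.64 in intergenic sequence (p = 0.0571) and 0.22 in promoters (p = 0.0286, exact permutation tests, two-sided), toward higher density after UV in all 3 features. That setting compares fold enrichments between lists that were not normalised to each other. Its threshold of 5.345 equals the mean percentile 75 of fold enrichment in the unchallenged WT lists. The study leaves open whether its top quartile was taken per list or over all lists. A quartile over all lists was not computed. The values show only that the direction of the UV difference turns under this common threshold. With the same number of regions in each list, gene body density was higher after UV by 0.05 (p = 0.0286) and the promoter difference was -0.16 (p = 0.0286, exact permutation tests, two-sided). With equal numbers, more regions in one feature mean fewer in the others, so these values are not separate results.

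**Figure D2:**
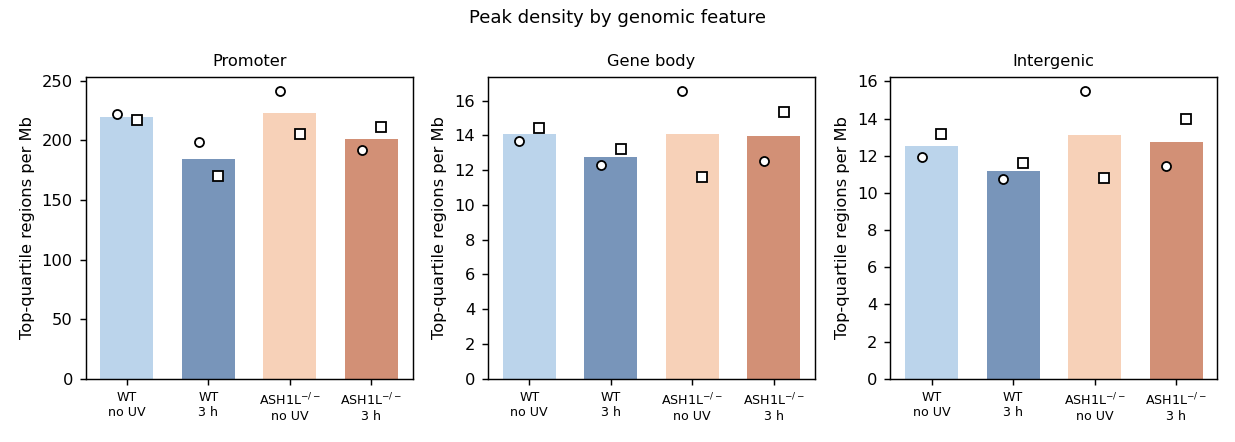
Peak density, in top-quartile regions per Mb of feature (y axis), in promoters, gene bodies and intergenic sequence of the 4 groups (x axis). Bars are means of 2 libraries, circles replicate 1 and squares replicate 2; in each panel the replicates of unchallenged ASH1L-/- cells lie farthest apart, at 241 and 205.2 per Mb in promoters.

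Because fold enrichments of separate lists are not comparable, single sites were compared by the presence or absence of a region. The lists were joined into 547779 union sites, of which 60324 had a region in all 8 libraries and 331357 in 1 library. Between UV and no UV, 4288 sites separated the libraries completely. Of these, 3757 had a region in all 4 UV libraries and in no unchallenged library, and 531 the reverse. No other of the 35 splits of the 8 libraries gave as many (the next gave 1443, and the median split gave 392), which corresponds to p = 0.0286, the smallest value attainable in this exact permutation test, one-sided. Of the 3757 gained sites, 4.58% had their summit in a promoter, 45.9% in a gene body and 49.5% in intergenic sequence. The sites of 4 lists that followed another split than UV, genotype or UV by genotype were placed nearly alike (3.90%, 46.1% and 50%). Whether a site has a region in a list depends on the sensitivity of that list, and the UV lists held larger shares of regions with low q-values, as given above.

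**Figure D3:**
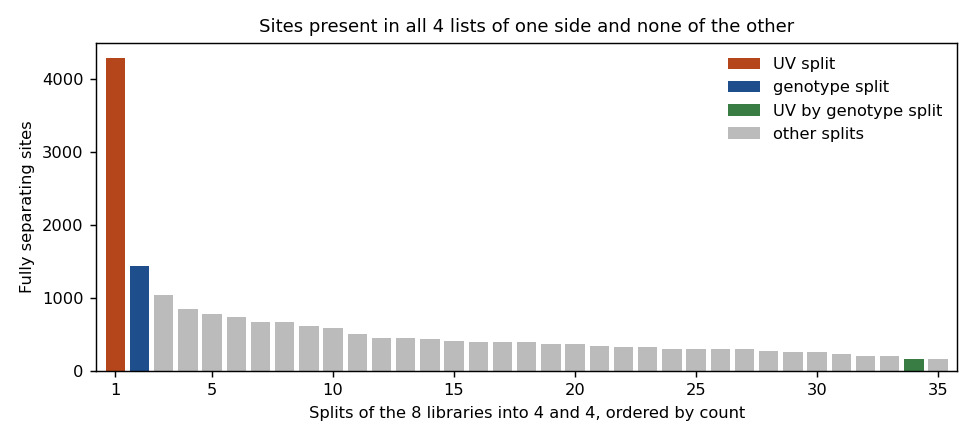
Fully separating sites (y axis) in each of the 35 splits of the 8 libraries into 4 and 4, ordered by count (x axis). The UV split gave 4288 sites and the genotype split 1443; the UV by genotype split gave 157, the lowest count, which it shared with another split.

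The gained sites with the highest mean percentile of fold enrichment were distal. The first lay on chromosome 2 from 5797976 to 5798622, in intergenic sequence 105904 bp from the TSS of SOX11, at fold enrichments of 17.8 to 23.8 in the 4 UV lists. The next lay on chromosome 4 from 170741746 to 170742373, in intergenic sequence 650386 bp from the TSS of AADAT, at 15.6 to 20.8. The strongest site lost after UV lay on chromosome 18 from 6661628 to 6662503, in intergenic sequence 67687 bp from the TSS of ARHGAP28, at 5.84 to 15.04 in the 4 unchallenged lists. Only 49 of the 3757 gained sites were in the top quartile of all 4 UV lists, and 4 of the 531 lost sites in that of all 4 unchallenged lists.

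Between the genotypes, 1443 sites separated the libraries, 1022 with a region in all 4 ASH1L-/- libraries alone and 421 in all 4 WT libraries alone. Of the 35 splits, 2 gave at least as many, the UV split being the other (p = 0.0571, exact permutation test, one-sided). The strongest of those in ASH1L-/- cells lay on chromosome 9 from 88113298 to 88113952, in intergenic sequence 24895 bp from the TSS of SPATA31C2, at fold enrichments of 11.9 to 16.2. One of the strongest of those in WT cells lay on chromosome 2 from 121521295 to 121521883, in an intron of CLASP1, at 7.58 to 18.2. The UV by genotype split, which would collect sites that open after UV in one genotype and close in the other, gave 157 sites (68 opened in WT and closed in ASH1L-/- cells, 89 the reverse). All 35 splits gave at least as many. Sites that open after UV in WT cells alone are not counted by this split. Its rank therefore says nothing on whether such opening needs ASH1L.

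The sites that opened after UV in each genotype were then compared. In WT cells 14336 sites had a region in both UV libraries and in neither unchallenged library, and 6489 the reverse. In ASH1L-/- cells the numbers were 17448 and 8193. Of the sites gained in WT, 26.2% were also gained in ASH1L-/- cells, against 1.37% of the sites lost in WT, a difference of 24.8 percentage points. Of the 6 splits of the ASH1L-/- libraries the real one gave the largest difference (p = 0.167, exact permutation test, one-sided), the smallest p this comparison allows. The difference was 4.79 points without replicate 2 and 11.3 points without replicate 1 of the WT cells 3 h post UV. Without one of these libraries a region in a single UV list counts as gained in WT, and dependence on the library was not separated from that.

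Finally, libraries of one group were compared with libraries of other groups. The Jaccard index was 0.467 ± 0.0859 (SD, 4 pairs) within groups and 0.424 ± 0.0511 (24 pairs) between groups. The difference of 0.0433 was the largest among all ways to pair the libraries (p = 0.00952, exact permutation test, one-sided, n = 8 libraries). Among the pairs of replicates, those after UV overlapped most, at 0.543 in WT and 0.539 in ASH1L-/- cells, whereas unchallenged replicates overlapped at 0.393 and 0.392. Replicate 2 of WT cells 3 h post UV overlapped more still with both UV libraries of ASH1L-/- cells, at 0.555 and 0.552. Between the genotypes, UV libraries overlapped at 0.523 ± 0.0377 (SD, 4 pairs) and unchallenged libraries at 0.386 ± 0.0218 (SD, 4 pairs). The within-group excess was thus smaller than the difference between UV and unchallenged pairs, and leaving out any of the UV libraries moved it past the threshold, to 0.0203 without replicate 1 of WT cells 3 h post UV (p = 0.371, exact permutation test, one-sided).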

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

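The alternatives for the named genes and sites were chosen after the data had been seen. All others were planned. Leaving aside the fits without one library, the alternatives that only change the permutations and the agreement of gained sites, which no test can pass, 69 of 86 values of 13 results kept their direction and their side of the threshold. Of these, 6 were counts that changed by more than 1.5 times. The others changed direction (12), passed the threshold (1) or did both (4).

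The direction of the UV difference in region number and density turned on which regions were counted. For the number of regions the difference in mean log2 values was 0.072 with q-values below 0.05, 0.23 with q-values of 0.01 or below, 0.091 with every record counted and 0.14 for bases covered, against -0.10 with all regions. Gene body density gave 0.13, 0.31, 0.051 with equal numbers of regions, 0.16 with every record and 0.67 with one common fold enrichment threshold, against -0.07. Intergenic density gave 0.11, 0.29, 0.028, 0.13 and 0.64 in the same order, against -0.10. For promoters, all regions gave 0.11 and the common threshold 0.22, against -0.20. Equal numbers left the promoter difference negative at -0.16 with a lower p (0.0286, exact permutation test, two-sided). Of these alternatives, the equal numbers in gene bodies and promoters, all regions in promoters, and the common threshold in gene bodies and promoters reached that p, the smallest attainable. Regions with q-values below 0.05 made up 78.7% of the unchallenged lists on average and 88.9% of the UV lists, so the stricter thresholds removed more regions from the unchallenged lists. That follows from the thresholds' construction. The UV lists held 1.47 summits per region against 1.29, which turned the count of every record. Their regions were also wider (median 384.5 against 270 bp), which turned the bases covered. The percentile 75 of fold enrichment was 8.06 (WT) and 6.72 (ASH1L-/-) after UV, against 5.35 and 4.65 in unchallenged cells. One common threshold therefore kept more of the UV lists. The cause of the changes with equal numbers and with all regions was not tested. Promoters within 2 kb, all annotated genes and placement by midpoint changed no direction or call in these densities. No alternative apart from leaving out libraries changed the call or the direction of the genotype difference in number or of a UV by genotype contrast.

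The UV split ranked first among the 35 splits under all 5 alternatives that kept the 8 libraries, with 2211 to 5405 sites. Union sites from the top quartile gave 2211, of which 1121 were gained and 1090 lost, against 3757 and 531 with all regions. The balance of gains and losses thus depended on that setting, as a site can leave a top quartile and stay accessible. The same setting gave 566 sites for genotype and 23 for UV by genotype. The UV by genotype count was also lower with q-values below 0.05 (99), with q-values of 0.01 or below (62) and with 50% overlap (73). The cause was not tested. Replicate overlap ran from 0.0423 to 0.0692, against 0.0433, and the agreement of gained sites from 26.0 to 34.7 percentage points, against 24.8, each highest with union sites from the top quartile.

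Each of the 8 fits left out 1 library, and a library left alone in its group counted as much as 2. The signs of small differences can depend on that weight and do not settle a direction. The UV difference ran from -0.22 to 0.017 for the number of regions, from -0.20 to 0.060 for gene body density and from -0.23 to 0.034 for intergenic density. It turned positive in each case without replicate 1 of the unchallenged ASH1L-/- cells. Gene body density did so as well without replicate 1 of ASH1L-/- cells 3 h post UV (0.0054). The genotype difference in number ran from -0.037, without that same unchallenged library, to 0.20. The UV difference in promoter density ran from -0.26 to -0.14 and passed the threshold in 3 of the fits, without replicate 1 of WT cells 3 h post UV (-0.25), without replicate 2 of the unchallenged ASH1L-/- cells (-0.26) or without replicate 2 of ASH1L-/- cells 3 h post UV (-0.23). With 7 libraries the exact permutation test ran over 630 assignments to the 4 groups, because the lone library of a group had more weight. Its p can fall below 0.0286, so passing in these fits cannot be set beside the main test. The UV by genotype contrasts ran from -0.36 to 0.12 for number, from -0.23 to 0.0060 for promoters, from -0.40 to 0.11 for gene bodies and from -0.40 to 0.12 for intergenic sequence, and were positive without replicate 2 of the unchallenged ASH1L-/- cells (0.12, 0.0060, 0.11 and 0.12). Without replicate 2 of ASH1L-/- cells 3 h post UV the contrasts of number, gene bodies and intergenic sequence were also positive, at 0.012, 0.0059 and 0.0075. Separating sites numbered 5142 to 6898 for UV, 2188 to 2988 for genotype, where p was 0.0857 to 0.143 by exact permutation, one-sided, and at least one split that follows no factor of the study gave as many in each of the 8 fits, and 426 to 823 for UV by genotype. Fewer libraries are then required to lack or to hold a site, which raises the counts. The balance of directions moved too. Without replicate 1 of unchallenged WT cells, 1275 sites were in ASH1L-/- and 1256 in WT cells alone, against 1022 and 421. In that fit 4942 sites were gained and 1866 lost after UV, against 3757 and 531. Without replicate 2 of unchallenged ASH1L-/- cells these numbers were 2449 and 539, and 4429 and 1358. The larger side stayed larger in all 8 fits. The largest UV counts came without replicate 1 of WT cells 3 h post UV (6898) and without either unchallenged WT library (6808 and 6668), and the UV split ranked first in all 8 fits. Replicate overlap ran from 0.0203 to 0.0669 and no longer passed without any one of the UV libraries (0.0203, 0.0309, 0.0297 and 0.0235). The agreement of gained sites ran from 4.79 to 32.9 percentage points and was lowest without replicate 2 (4.79) or replicate 1 (11.3) of WT cells 3 h post UV, where a region in a single UV list counts as gained in WT. The cause was not tested.

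Replicate numbers are shared by the 4 groups. Deviations of same-numbered libraries in the percentile of fold enrichment at 60324 sites correlated across sites between -0.08 and 0.14 over the 6 pairs of groups. Such low correlations cannot exclude a shared batch or day. The labels do not say whether an equal number marks one. With the replicate block the differences were those given in the report, for example -0.10 for the number of regions after UV (p = 0.625) and -0.20 for promoter density (p = 0.25), in an exact permutation test of 16 assignments that cannot go below 0.125. Permutation within the other factor cannot go below 0.0556. Neither says anything about stability.

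Within one genotype, 21 of 78 values without a test moved by more than the spread between replicates, and none is a call. The 78 include the alternatives that only change the permutations, under which such values cannot move. The 25 named genes and sites kept their regions in all their lists, in all 50 values at q-values below 0.05 or 0.01. The pileup over the genome was 1.39 in the shallowest library and 5.87 in the deepest, both unchallenged ASH1L-/- cells, and this group had the widest spread in number. Whether depth set that spread was not settled.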

Other observations

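The tests of library depth, of sites with higher GC content, of matched scaling factors, of whole chromosomes, of the TEAD, RUNX and p53 shares and of ASH1L were chosen after the results they bear on had been seen, and what the planned counts over other splits would show was put down after the counts were known.

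The 3757 sites gained after UV in both genotypes were weighed first. The UV split was 1 of the 35 splits of the 8 libraries with as many separating sites, that is the real one alone. The tables argue against library depth as the whole source, since the split into the 4 deepest and the 4 shallowest libraries gave 415 sites. That split differs from the UV split only by exchanging replicate 1 of unchallenged ASH1L-/- cells for replicate 1 of ASH1L-/- cells 3 h post UV. The latter was nearly as deep as one of the 4 deepest (2.45 against 2.53). The comparison thus rests on single libraries and does not exclude depth. A part stays open, since 3 of the 4 unchallenged libraries were shallower than all UV libraries. An earlier form of this test, which rests on single libraries as well, was set aside. It asked how many of the sites in all 4 UV lists and in none of 3 unchallenged lists had a region in the remaining one. The share was 29.1% for the deepest unchallenged library (5.87 in pileup), 23.9% and 32.3% for replicates 1 and 2 of WT cells (2.10 and 1.74), and 15.1% for the shallowest (1.39), so it was lowest in the shallowest library and highest in another than the deepest. The median GC content of the gained sites differed by -3.48 percentage points from that of sites following other splits, while the median GC content of the whole lists lay between 47.8% and 48.8% with no separation of UV from unchallenged lists. At or above 48.3% GC, the median of the sites of other splits, 1353 sites were gained, and no other of the 70 sets held more than 681. This argues against a bias of the UV libraries toward low GC content as the whole source, and such a bias stays open for a part of the gained sites. An overall rise of enrichment over background in the UV libraries stays open. When the pileups of 84036 sites of the 4 UV lists were scaled by one factor per unchallenged library, taken from the stronger sites, the expected number absent from all 4 unchallenged lists was 11.04% of the observed number. That scaling predicted more called sites in each unchallenged library than were seen (92.2% against 80.7% in replicate 1 of WT cells, for example), so it was not taken to exclude such a rise, although the rule set beforehand would have done so below 50%. With factors matched to the share of sites called in each library, 2824 absent sites were expected, and the observed number was 1.33 times as high, which ranked 25 among the 70 sets of 4 libraries. Those factors were fitted to the presence of the same sites in the unchallenged lists, so neither number shows which share of the gained sites such a rise would account for. A change in accessibility of single sites and a change in library quality cannot be told apart here. The labels give no library batch, so a batch that follows UV was not tested.

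The gained sites differed in sequence from sites of other splits. Of 3585 gained sites outside promoters, 24.7% held the AP-1 motif (95% Wilson interval 23.3 to 26.1%), the highest share of the 70 sets, of which the 64 that follow none of the study's factors lay between 2% and 19.5%. The share was 10.8% over all sites of those 64 sets together and 3.62% at the lost sites. It was 21.2% (20.7 to 21.8%) at sites with a region in all 4 UV lists and in 1 to 3 unchallenged lists, and 21.0% at sites in all 8 lists. Much of the excess is thus shared with sites of lasting accessibility, and a part of 24.7% against 21.2% remains. As a hypothesis, AP-1 factors may bind some of these sites after UV. The p53 motif occurred at 6 gained sites, at 0 of 13338 sites of the other splits and at 17 of 22727 sites with a region in all 4 UV lists and in 1 to 3 unchallenged lists. These are motif occurrences and not measured binding.

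The sites lost after UV were fewer. With factors fitted in the same way 68.6 sites were expected to be absent from all 4 UV lists and 496 were observed among sites whose pileups could be recovered, 7.23 times as many, which ranked 2 among the 70 sets. Of 525 lost sites outside promoters, 11.05% held the TEAD motif and 9.90% the RUNX motif, each rank 2 among the 70 sets. The shares were 4.48% and 3.43% at sites of the other splits, and 6.40% and 5.09% at sites in all 8 lists. These shares were singled out after they had been seen, and no explanation was tested.

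For the genotypes, 2 of the 35 splits gave as many separating sites as the 1443 observed, the UV split being the other. The next split gave 1045. With any one library left out, at least one split that follows no factor of the study gave as many as genotype (p from 0.0857 to 0.143, exact permutation, one-sided), so the place of genotype above such splits needs all 8 libraries. For UV by genotype, 35 of the 35 splits gave at least as many as 157. That count leaves out sites that open in a single genotype, so it does not test whether opening after UV needs ASH1L. A gain or loss of chromosome segments or whole chromosomes in a clone stays open for the genotype sites. Windows of 5 Mb with more sites than expected at an adjusted p below 0.05 held 4.50% of them, and such chromosomes held 17.8%. The rules set for these tests would have excluded the explanation below 20%, but smaller excesses escape such a limit. All chromosomes above expectation, by any amount, held 45.1% of the sites present only in ASH1L-/- cells and 71.3% of those present only in WT cells. Such chromosomes held 43.7% of the 3757 sites gained and 54.8% of the 531 sites lost after UV. The sites present only in ASH1L-/- cells included 115 on chromosome 4 where 53.4 were expected, with 5 windows in excess that all lie on that chromosome between 80000001 and 120000000. The sites present only in WT cells included 29 on chromosome 13 where 7.15 were expected, of which 13 lay between 95000001 and 100000000. Smaller excesses were 58 on chromosome 15 against 40.3 expected for ASH1L-/- cells, and 55 on chromosome 1, which carries ASH1L, against 32.0 expected for WT cells. The same count over the sites gained after UV, where the clones are balanced, put 136 on chromosome X where 68.1 were expected, so an uneven spread over chromosomes is not by itself a sign of copy number. A difference in copy number on chromosomes 1, 4, 13 and 15 may contribute to these sites, and was not measured.

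Over ASH1L, the WT libraries had 12 ± 2.45 regions and the ASH1L-/- libraries 5 ± 2.71 (SD, n = 4 each), a log2 ratio of -1.22. Among 5660 protein-coding genes with a mean of at least 5 regions, 24 had a ratio as low, 0.424% of them. Fewer copies or lower sensitivity across the neighbourhood is at most a part of this. In the 1 Mb on each side the ASH1L-/- libraries also had fewer regions, 224.2 ± 19.8 against 268.5 ± 8.43 (p = 0.0286, exact permutation test, two-sided, the smallest p attainable), but the log2 ratio there was -0.26. With the excess of sites present only in WT cells on chromosome 1, a lower copy number there stays open as a part of the difference. The flanks do not cover the gene itself, which the study cut at more than 1 exon. A loss of sequence inside the gene was not tested and stays open. Depth does not order the numbers of regions over ASH1L, since the deepest and the shallowest library, both of unchallenged ASH1L-/- cells, had 4 and 3 regions in the gene. An effect of the disrupted gene on its own chromatin may be involved, as a hypothesis found and examined on the same libraries. Replicate 2 of ASH1L-/- cells 3 h post UV had 9 regions, as many as the lowest WT library.

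The number of regions per library rose with depth over the 8 libraries, with r = 0.71 (p = 0.0506, adjusted p = 0.101) and rho = 0.595 (p = 0.132, adjusted p = 0.132), by exact permutation tests, two-sided, over a family of 2. Without both unchallenged ASH1L-/- libraries, the farthest from the median depth, r was -0.22 (p = 0.690, exact permutation test, two-sided, n = 6). The relation thus rests on those libraries. Whether depth or another property of these lists set their number of regions cannot be told apart with 8 libraries.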
